# REV-ERBα and REV-ERBβ function as key factors regulating Mammalian Circadian Output

**DOI:** 10.1038/s41598-019-46656-0

**Published:** 2019-07-15

**Authors:** Ryosuke Ikeda, Yoshiki Tsuchiya, Nobuya Koike, Yasuhiro Umemura, Hitoshi Inokawa, Ryutaro Ono, Maho Inoue, Yuh Sasawaki, Tess Grieten, Naoki Okubo, Kazuya Ikoma, Hiroyoshi Fujiwara, Toshikazu Kubo, Kazuhiro Yagita

**Keywords:** Circadian rhythms, Gene expression

## Abstract

The circadian clock regulates behavioural and physiological processes in a 24-h cycle. The nuclear receptors REV-ERBα and REV-ERBβ are involved in the cell-autonomous circadian transcriptional/translational feedback loops as transcriptional repressors. A number of studies have also demonstrated a pivotal role of REV-ERBs in regulation of metabolic, neuronal, and inflammatory functions including bile acid metabolism, lipid metabolism, and production of inflammatory cytokines. Given the multifunctional role of REV-ERBs, it is important to elucidate the mechanism through which REV-ERBs exert their functions. To this end, we established a *Rev-erbα*/*Rev-erbβ* double-knockout mouse embryonic stem (ES) cell model and analyzed the circadian clock and clock-controlled output gene expressions. A comprehensive mRNA-seq analysis revealed that the double knockout of both *Rev-erbα* and *Rev-erbβ* does not abrogate expression rhythms of E-box-regulated core clock genes but drastically changes a diverse set of other rhythmically-expressed output genes. Of note, REV-ERBα/*β* deficiency does not compromise circadian expression rhythms of PER2, while REV-ERB target genes, *Bmal1* and *Npas2*, are significantly upregulated. This study highlight the relevance of REV-ERBs as pivotal output mediators of the mammalian circadian clock.

## Introduction

The circadian clock is an endogenous biological clock with a period of about 24 h and regulates diverse behavioral and physiological functions. In mammals, the master circadian pacemaker resides in the suprachiasmatic nucleus (SCN) of the hypothalamus and coordinates other circadian oscillators that exist in most peripheral tissues throughout the body^1–3^. It is widely accepted that a set of transcription factors comprise cell-autonomous transcriptional and translational feedback loops that enable circadian oscillation of gene expression^4,5^. In the primary loop, transcription factors BMAL1 and CLOCK heterodimerize and promote transcription of *Period* genes (*Per1*, *Per2*, *Per3*) and *Cryptochrome* genes (*Cry1* and *Cry2*). The PER and CRY proteins translocate into the nucleus and inhibit transcriptional activity of CLOCK/BMAL1 heterodimer and thereby repress their own expression. In addition, *Bmal1* expression is regulated by the secondary feedback loop, in which CLOCK and BMAL1 induce *Rev-erbα* (*Nr1d1*) and *Rev-erbβ* (*Nr1d2*) expression and then REV-ERBα/REV-ERBβ proteins repress *Bmal1* (*Arntl*) expression by competing bindings of transcriptional activators, RORα and RORγ, to the ROR-response element (RRE) in the *Bmal1* promoter. Thus, REV-ERBs are thought to be key regulators of the RRE-mediated transcriptional oscillation^6,7^. It has been reported that *Rev-erbα* knockout in mouse results in a relatively mild effect on circadian behavioral rhythms^6^. It has also been reported that liver-specific deficiency and the induced deficiency of both *Rev-erbα* and *Rev-erbβ* in adult mice results in altered circadian gene expressions and disrupted behavioral rhythms, respectively^8^. These observations suggest the redundant and essential role of REV-ERBα and REV-ERBβ in circadian clock regulation. However, the lacking conventional double knockout of *Rev-erbα*/*β* due to the lethality during development makes it difficult to know whether REV-ERBs are necessary and universal factors for ticking of the cell-autonomous circadian clockwork. REV-ERBs are also known to regulate the expression of multiple downstream genes involved in diverse cellular functions including metabolism and inflammation^9–14^. In liver, REV-ERBs regulate a number of genes involved in metabolic pathways in collaboration with HNF6^15^. In macrophages, REV-ERBs regulate downstream genes including *Cx3cr1* and *Mmp9* by repressing enhancer RNA expression^16^. While accumulating evidence suggests the importance of REV-ERBs in regulation of a wide range of cellular physiology, it still remains to be elucidated how REV-ERBs regulate a different set of downstream genes in a cell type-specific manner. In this study, we established the *Rev-erbα*/*Rev-erbβ* double knockout mouse embryonic stem (mES) cell line and examined the effect of REV-ERBs deficiency on the cell-autonomous circadian clockwork as well as global changes of circadian gene expression rhythms. These analyses emphasize REV-ERBs function to form an essential link between the circadian clock and a wide variety of output gene expression rhythms.

## Results

### Establishment of REV-ERBα/β-deficient mES cells

To investigate the role of REV-ERBs in the cell-autonomous circadian gene expression, we employed the ES cell-differentiation assay that enables reproducible formation of the circadian rhythms of clock gene expression^17,18^. We utilized *Per2::Luciferase* (*Per2*^*Luc*^) knock-in mES cells^19–21^ and introduced the targeted deletions of exons of *Rev-erbα* and *Rev-erbβ* genes by using CRISPR/Cas9 systems (Fig. 1a). In knockout cells, translational frameshifts were confirmed by sequencing of cDNA (Supplementary Fig. S1) and mRNAs including the CRISPR-targeted exon were not detected by quantitative PCR (Fig. 1b), indicating successful establishment of *Rev-erbα*/*Rev-erbβ* double knockout mES cells.

**Figure 1:**
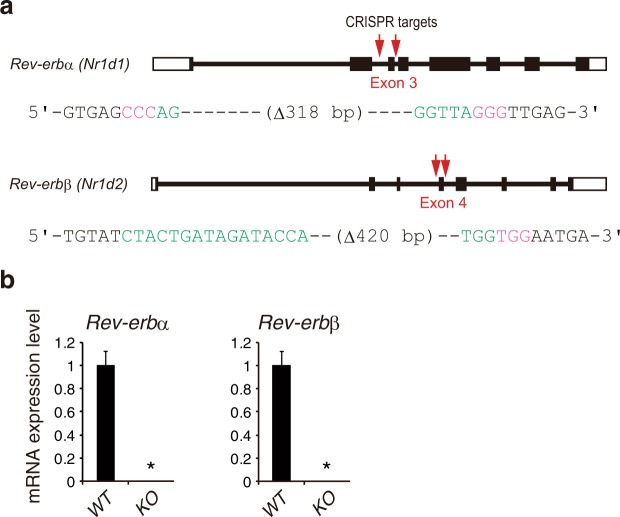
CRISPR/Cas9-mediated targeting of *Rev-erbα* and *Rev-erbβ* in mES cells. (**a**) Schematic of *Rev-erbα* and *Rev-erbβ* target regions. Green and pink letters indicate the CRISPR-targeted sequence and the PAM sequence, respectively (see Methods). (**b**) Relative expression levels of *Rev-erbα* and *Rev-erbβ* mRNA including CRISPR-targeted exon were determined by quantitative PCR. The values were normalized to *18S rRNA* and presented as means ± SD (n = 3; *p < 0.001).

### Global gene expression analysis in differentiated REV-ERBα/β-deficient mES cells

To evaluate the impact of REV-ERBs deficiency on global gene expression, the cells were differentiated with the embryoid body (EB) formation method and temporal RNA sequencing (RNA-seq) analysis with RNA samples at 4-h intervals over 2 days were performed. RNA samples from control *Per2*^*Luc*^ cells (WT) and *Rev-erbα*/*β* deficient cells (KO) were analyzed by polyA-selected RNA-seq. 

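The RNA-seq data comprise 24 libraries, 12 of WT and 12 of KO cells, with 1 library per genotype and time point, so that no time point has a replicate. Cells were given 100 nM dexamethasone, a glucocorticoid that aligns the clocks of cultured cells, at differentiation day 28 and were collected every 4 h from 12 to 56 h later, and RNA from 3 embryoid bodies was pooled for each library. The authors mapped the 101-bp paired-end reads to GRCm38, removed alignments with a mapping quality under 10, counted the remainder on the exons of each gene and deposited the result as RPKM, in which the reads on a gene are scaled to its exonic length and to the library total. The table holds 33079 genes. The median library total, given in its header, was 17376449 in WT and 18153577 in KO, and the totals did not differ between the genotypes (permutation test, two-sided, p = 0.894). The totals count read pairs, because the reads that passed the mapping filter in Supplementary Table S4 were 1.98 to 1.99 times the totals. Fragments on the exons of the table ranged from 6426254 to 10287969 per library in WT and from 6183500.5 to 9868080 in KO, which is 44.7% to 46.0% of the totals, and the 10 genes with the most reads took from 9.32% to 11.2% of these. Values are means ± SD over the 12 time points of a genotype, so the SD holds the change over time as well as the noise between libraries. Expression levels were compared by a two-sided permutation test of the difference in mean RPKM with 100000 permutations, with Benjamini-Hochberg adjustment over the 20 genes of Fig. 2b–d and a threshold of 0.01. The exons deleted in KO cells make up 3.23% of the exonic length of Rev-erbα and 3.13% of that of Rev-erbβ in the table, so gene-level values cannot show the deletion, and the genotype of each library rests on its label. All KO libraries come from the KO cells and all WT libraries from the control Per2Luc cells, so an effect of the genotype cannot be told apart from a difference between the cell lines.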

The number of expressed genes in WT and KO cells were comparable and most of them overlapped (Fig. 2a). 

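A gene was counted as expressed when its mean over the 12 time points was above 0.5 RPM, the threshold of the paper, where the RPM of a gene is its RPKM times its exonic length in kilobases. By this measure 14944 genes were expressed in WT and 14763 in KO, of which 14595 were expressed in both, or 96.6% of the 15112 genes expressed in either genotype. With a mean RPKM over 0.5 as the threshold instead, the numbers were 13718 in WT, 13606 in KO and 13414 in both. The 349 genes expressed in WT only had a median of 0.627 RPM in WT and 0.382 in KO. Of these, 47 were above 1 RPM in WT, with 12.0 RPM as the highest value, 11 were under 0.1 RPM in KO, and 144 differed by more than 2-fold in mean RPM. Of the 168 genes expressed in KO only, with medians of 0.571 RPM in KO and 0.430 in WT, 33 differed by more than 2-fold in mean RPM. Across the 15112 genes, which are not independent replicates, the log2 mean levels in WT and KO had a Pearson r of 0.992 and a Spearman rho of 0.994, and 99.0% of the genes differed by less than 2-fold when 0.1 was added to each mean RPKM, which shrinks the ratios of genes with low expression.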

Expression levels of several differentiation marker genes for ectoderm, endoderm, and mesoderm were not drastically changed between WT and KO cells, suggesting that overall differentiation of *Rev-erbα*/*β* deficient cells is likely to be comparable to that of WT cells (Fig. 2b). 

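None of the 9 marker genes in Fig. 2b passed the threshold in the permutation test. The ectoderm marker Tubb3 (chromosome 8, 123411564 to 123422010) had the largest change, from 8.05 ± 5.84 RPKM in WT to 4.06 ± 2.50 RPKM in KO (SD, n = 12 time points), a ratio of 0.505 with an adjusted p of 0.0989, and it was lower in KO at 10 of 12 time points. For 7 other markers the ratio of KO to WT lay between 0.783 for Foxa2 and 1.17 for Kdr, with adjusted p from 0.144 to 0.875. The mesoderm marker Acta2 was the most highly expressed, at 158 ± 14.2 RPKM in WT and 167 ± 17.4 RPKM in KO. When each KO library was set against the WT library of the same time point, with an exact sign-flip test of the 12 differences, Kdr passed the threshold (adjusted p = 0.00854), with a higher value in KO at 10 of 12 time points.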

We evaluated the mRNA expression of core clock genes and found that expression levels of *Per1*, *Per2*, *Per3*, *Cry1*, *Cry2*, and *Clock* in *Rev-erbα*/*β* deficient cells were comparable to those in WT (Fig. 2c). In contrast, the expression levels of *Bmal1* and *Npas2*, the direct targets of REV-ERBα/β, were significantly upregulated (Fig. 2c). Furthermore, previously reported REV-ERB-target genes such as *E4bp4* (*Nfil3*), *Dec1* (*bhlhe40*), and *p21* (*Cdkn1a*)^22–24^ were also upregulated (Fig. 2d). These results indicate that REV-ERBα/β deficiency in differentiated mES cells affects their target gene expression in a manner consistent with REV-ERBs function as transcriptional repressors.

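For these 6 core clock genes the ratio of mean RPKM in KO to that in WT lay between 0.792 and 1.16, and the adjusted p of the permutation test between 0.0989 and 0.586. Per2 (chromosome 1, 91415982 to 91459328) was measured at 2.83 ± 1.11 RPKM in WT and 2.24 ± 0.924 RPKM in KO (SD, n = 12 time points, adjusted p = 0.214). Cry1 (chromosome 10, 85131700 to 85185054) had 4.06 ± 1.01 RPKM in WT and 4.70 ± 1.20 RPKM in KO (adjusted p = 0.214). Per1 was the gene with the smallest p, at 17.5 ± 1.62 RPKM in WT and 16.3 ± 1.08 RPKM in KO. Because the SD of a cycling gene includes its rhythm, the libraries were also compared within time points. Per2 was then lower in KO at 12 of 12 time points (exact sign-flip test, adjusted p = 0.00195) and Cry1 was higher in KO at 11 of 12 time points (adjusted p = 0.00419), both past the threshold, while Per1, Per3, Cry2 and Clock had adjusted p from 0.0391 to 0.244.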

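Bmal1 (Arntl, chromosome 7, 113207465 to 113314126) rose from 3.55 ± 0.554 RPKM in WT to 4.72 ± 0.387 RPKM in KO (SD, n = 12 time points), a ratio of 1.33. Its permutation p of 2e-05 was the smallest that the permutations can give, and its adjusted p was 4.0e-04. Npas2 (chromosome 1, 39194272 to 39363240) rose from 2.80 ± 0.459 RPKM to 4.32 ± 0.359 RPKM, a ratio of 1.55 (permutation test, p = 4.0e-05, adjusted p = 4.0e-04). Both genes were higher in KO at 12 of 12 time points. Their mean depth was 182 fragments per library in WT and 237 in KO for Bmal1, and 206 in WT and 315 in KO for Npas2. Under the 4 alternative settings both stayed past the threshold, with adjusted p for Bmal1 between 5.11e-05 with Student's t test and 0.00195 in the exact sign-flip test within time points.

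**Figure D1:**
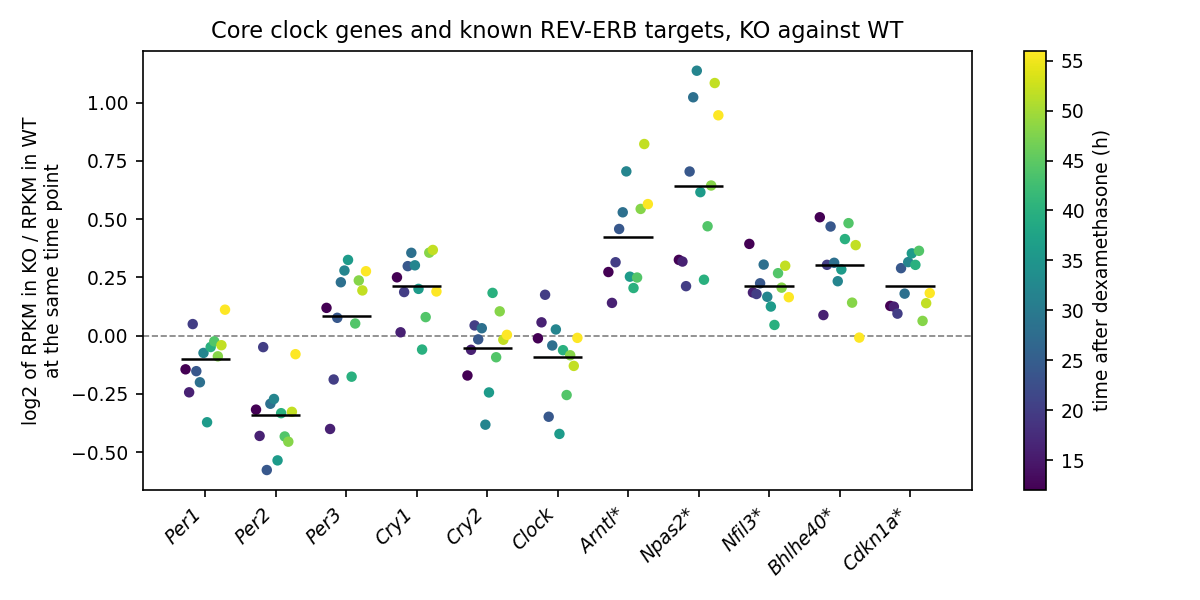
Log2 ratio of RPKM in KO to RPKM in WT at the same time point (vertical axis) for 8 core clock genes and 3 known REV-ERB targets (horizontal axis). Each point is 1 of 12 time points, coloured by hours after dexamethasone, the black bar is the mean of the 12 ratios, the dashed line marks equal expression, and asterisks mark an adjusted p under 0.01 in the permutation test; all 12 ratios lie above 0 for Arntl, Npas2, Nfil3 and Cdkn1a, and all 12 lie below 0 for Per2.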

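E4bp4 (Nfil3, chromosome 13, 52967209 to 52981039) had 13.9 ± 1.03 RPKM in WT and 16.1 ± 1.08 RPKM in KO (SD, n = 12 time points), a ratio of 1.16 with an adjusted p of 6.0e-04 in the permutation test, and was higher in KO at 12 of 12 time points. Dec1 (Bhlhe40, chromosome 6, 108660629 to 108666925) had 14.2 ± 1.45 RPKM in WT and 17.5 ± 1.45 RPKM in KO, a ratio of 1.23 (adjusted p = 6.0e-04, higher at 11 of 12 time points). For p21 (Cdkn1a, chromosome 17, 29093769 to 29100722) the values were 101 ± 6.73 RPKM in WT and 117 ± 8.23 RPKM in KO, a ratio of 1.16 (adjusted p = 8.8e-04, higher at 12 of 12 time points). Each of the 3 differences was larger than the SD of either genotype.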

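Of the 20 genes compared, 5 passed the threshold, namely Bmal1, Npas2 and the 3 targets in Fig. 2d, and all 5 were higher in KO. WT and KO libraries of the same time point shared part of their variation. Across 11872 genes, which are not independent, the deviations of a WT and a KO library from the means of their genotypes had a mean Pearson r of 0.214 over the 12 pairs from the same time point (range −0.226 to 0.418) and of −0.0195 over the 132 pairs from different time points. With the time point as a block, 8 of the 20 genes passed the threshold, 7 of them higher and 1 lower in KO.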

**Figure 2:**
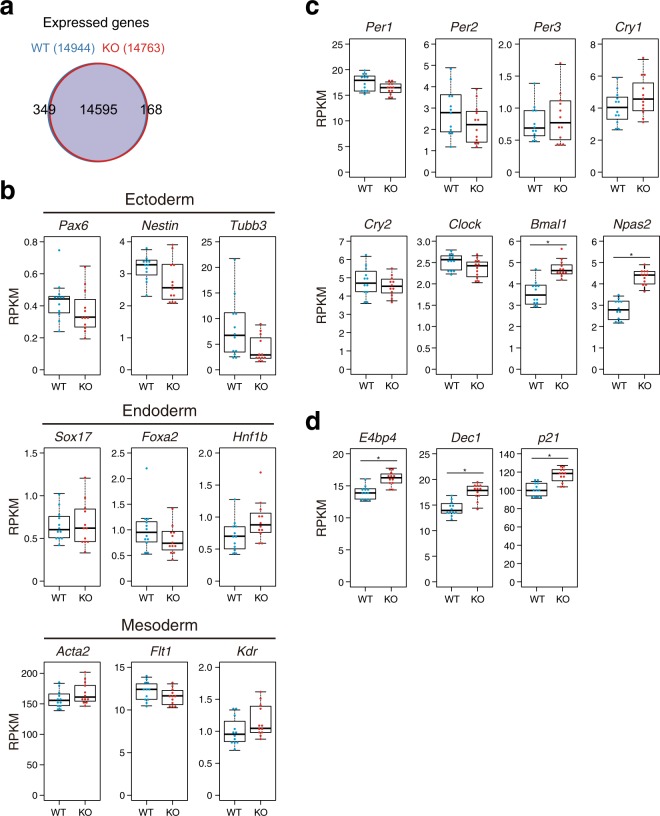
REV-ERBα/β deficiency affects their target gene expression in differentiated mES cells. (**a**) Venn diagram of expressed genes in WT and KO cells. (**b**) Expression of specific differentiation markers of the three germ layers. RPKM values from 12 time points are shown in bee swarm box plots. (**c**) Expression of core clock genes (n = 12; *p < 0.01). (**d**) Expression of known target genes of REV-ERBα/β (n = 12; *p < 0.01).

### REV-ERB deficiency alters diverse gene expression rhythms in differentiated mES cells

To evaluate the impact of REV-ERBs deficiency on global gene expression rhythms, we performed a periodicity analysis on the time-course RNA-seq dataset. 

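The periodicity analysis used the 12 time points of each genotype on their own, for the 14944 genes expressed in WT and the 14763 expressed in KO. MetaCycle was not run. Its 3 methods (ARSER, JTK_CYCLE and Lomb-Scargle) were written out in R with the options the paper lists, for periods from 20 to 28 h, and their P values were combined by Fisher's method into 1 integrated P. The relative amplitude was the amplitude of a cosine, fitted at the mean period of the 3 methods together with a linear trend, divided by the fitted baseline. For genes with a baseline under 1 RPKM the amplitude in RPKM was used undivided. A gene was called cycling with an integrated P under 0.05, not adjusted for the number of genes, and a relative amplitude over 0.17. For the 173 WT genes that the paper lists in Supplementary Table S1, the P of each of the 3 methods was within 1% of the listed P in 100% of cases. On simulated series the integrated P was under 0.05 for 79% of genes with a rhythm of 0.2 times their mean and for 93% of those with 0.4 times, as well as for 6.44% to 6.67% of genes without a rhythm. Because a gene past the threshold in one genotype and not in the other need not differ between them, the difference itself was tested. For this a model was fitted with limma to log2(RPKM + 0.1) of all 24 libraries, with genotype, a linear trend and the cosine and sine of a 24 h period, and the genotype terms of the cosine and sine were tested together by a moderated F test over 15112 genes. In simulated data this test, at an adjusted p under 0.05, found 36.5% of 24 h rhythms with a log2 amplitude of 0.3 in one genotype only, 70% at 0.5 and 93.5% at 1.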

The number of cycling genes were 173 (1.2% of expressed genes) and 235 (1.6% of expressed genes) in WT and KO, respectively, and only 15 genes exhibited circadian oscillation of expression in both WT and KO cells (Fig. 3a, Supplementary Table S1). 

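In the re-analysis 176 genes were cycling in WT, or 1.18% of the genes expressed there, and 245 were cycling in KO, or 1.66%, with 16 in common. Of the 173 WT genes that the paper's Supplementary Table S1 lists, 172 were among the 176, and all 234 KO genes that it lists were among the 245. An integrated P under 0.05 was found for 1341 genes in WT and 1252 in KO, where 5% of the genes would be 747 and 738, and 116 genes were past this P in both. In simulated series without a rhythm the share under 0.05 was somewhat more than 5%, at 6.44% to 6.67%. The amplitude filter reduced these to the cycling genes, and leaving it out was the alternative that added most genes. With the filter kept and the integrated P adjusted by the Benjamini-Hochberg method, 20 genes were cycling in WT, 25 in KO and 9 in both. Many of the cycling genes had low expression, with a mean under 1 RPKM for 36.4% of those in WT and 15.1% of those in KO, against 20.7% and 19.8% of all expressed genes.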

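Under the same thresholds Per2, Per3, Cry1, Rev-erbα (Nr1d1), Rev-erbβ (Nr1d2), Dbp, Tef and Hlf had an integrated P between 3.72e-08 (Cry1) and 2.45e-04 (Nr1d1) in WT and between 4.73e-07 (Tef) and 2.74e-05 (Nr1d2) in KO. Adjusted over all expressed genes, the P of these 8 genes was at most 0.0412 in WT and 0.0146 in KO. Relative amplitudes ran from 0.285 (Nr1d1) to 0.502 (Per2) in WT and from 0.315 (Cry1) to 0.596 (Dbp) in KO. Periods lay between 21.8 and 24.8 h in WT and between 22.6 and 24.5 h in KO, and the circadian times of the peaks in WT and KO were from 0.152 h (Per2) to 2.93 h (Hlf) apart. All 8 genes were called in both genotypes under each of the 10 alternative settings, except that Per3, with a mean of 0.765 RPKM in WT and 0.847 RPKM in KO, dropped out when a mean of at least 1 RPKM was required.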

To our surprise, well-known circadian clock and clock-controlled genes (*Per2*, *Per3*, *Cry1*, *Rev-erbα*, *Rev-erbβ*, *Rorc*, *Dbp*, *Tef*, *Hlf*) were cycling in KO cells as well as WT cells. Furthermore, most of cycling genes were not common between WT and KO cells. This result indicates diverse changes in regulation of circadian output gene expression rhythms in KO cells, although the diverse phase distribution of cycling genes are similar in WT and KO cells with peaking around circadian time (CT) 18 (Fig. 3b,c). 

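Of the cycling genes, 160 were called in WT only, 229 in KO only and 16 in both. Independent lists of these sizes would share 2.88 of the 14595 genes expressed in both genotypes (one-sided hypergeometric test, p = 3.06e-08), while without the amplitude filter the 116 shared genes compare with 113 for independent lists (p = 0.402). Beyond clock and clock-controlled genes, the shared genes were Podxl, L1td1, AK213636, Snhg3, Eef1a2, Aldh1a2 and AK053029, a transcript that overlaps Rev-erbα on the opposite strand. Among genes called in WT only, the smallest integrated P in WT, Bmal1 apart, were those of Tomm6os (9.82e-07), Rbp4 (1.87e-05) and C1qtnf2 (4.70e-05), and among genes called in KO only, the smallest in KO were those of Cntnap1 (2.20e-06), Slc39a2 (1.93e-05) and Igsf9 (2.15e-05). The median integrated P in the genotype where a gene was not called was 0.921 for KO-only genes in WT and 0.860 for WT-only genes in KO. In the limma test of the difference in rhythm, 25 of the 160 WT-only genes and 80 of the 229 KO-only genes had an unadjusted p under 0.05. After adjustment over all genes 1 of the WT-only genes (Npas2) and 0 of the KO-only genes remained, and after adjustment over each list alone, 1 and 8. Each of these genes was also simulated with its own period, phase, amplitude and noise, and with no rhythm in the other genotype. In that simulation 47.7% had an unadjusted p under 0.05 in the same test, and 0.684% passed after adjustment over all genes. The small number that remained thus cannot decide whether the rhythms differ.

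**Figure D2:**
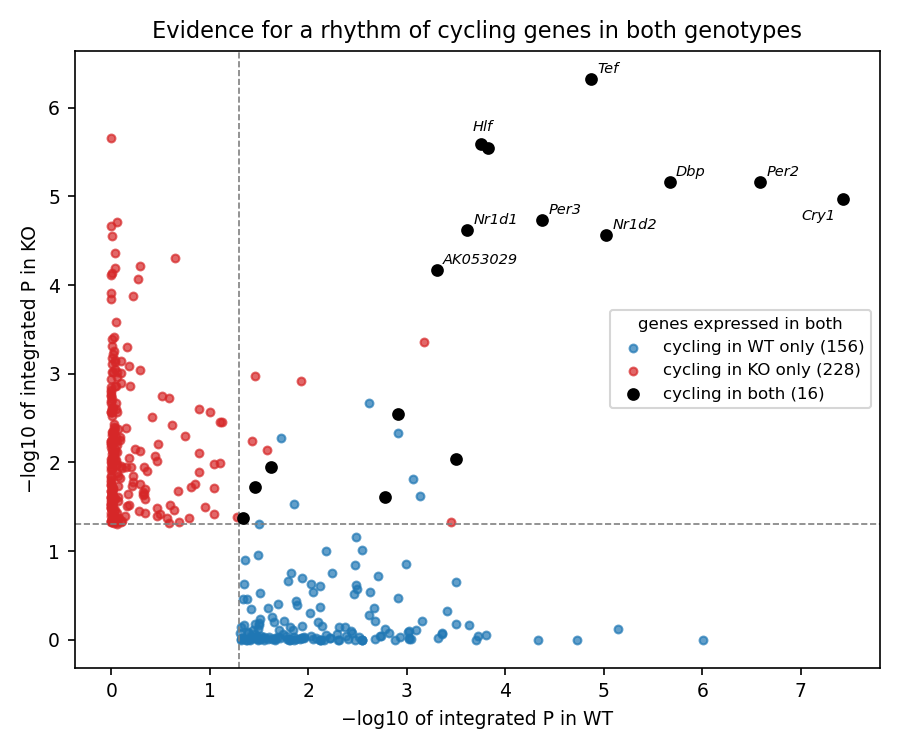
Negative log10 of the integrated P in WT (horizontal axis) and in KO (vertical axis) for cycling genes expressed in both genotypes: 156 called in WT only (blue), 228 in KO only (red) and 16 in both (black, 9 of them named). Dashed lines mark P = 0.05, and most blue and red points lie near 0 on the axis of the genotype in which they were not called, where their median P was 0.860 and 0.921.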

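Phases were expressed as circadian time, the phase divided by the period of the gene and multiplied by 24. In bins of 3 h, the largest number of WT cycling genes peaked at CT 15 to 18 (48 of 176 genes) and the largest number of KO cycling genes at CT 18 to 21 (61 of 245 genes). From CT 15 to 21 lay 52.8% of the peaks in WT and 42.0% in KO, against 25% for an even distribution. The mean phase was CT 16.9 in WT and CT 19.9 in KO, and the distributions differed (Kuiper statistic 0.246, p = 3.0e-04 from 10000 permutations of the list labels), although cycling genes are not independent of each other. The bins depend on the period used. With the phase of a 24 h cosine for every gene, the largest number of WT genes peaked at CT 12 to 15 (53 of 176) and that of KO genes at CT 15 to 18 (84 of 245), the share of peaks from CT 15 to 21 was 23.3% in WT and 62.9% in KO, and the Kuiper statistic was 0.507 (permutation p = 1e-04, the smallest the permutations can give). The median period was 22.2 h in WT and 23.3 h in KO, and 48.9% of WT cycling genes had a period under 22 h against 25.3% of KO cycling genes.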

Transcription factor-binding motifs enrichment analysis revealed that HNF1 and NF-Y were enriched in the promoter of cycling genes in WT but not in KO (Fig. 3d, Supplementary Table S2), suggesting that HNF1 and NF-Y might be involved in the regulation of REV-ERB-dependent circadian output. This was supported by the results that *Hnf1b* was identified as a cycling gene only in WT cells (Supplementary Fig. S2), and that REV-ERBs bind to NF-Y and regulate target gene expression via the NF-Y-binding CCAAT motif in differentiating myoblasts^25^. Intriguingly, expression pattern of core clock and clock-controlled genes including *Per2*, *Per3*, *Cry1*, *Tef*, and *Hlf* were very similar between WT and KO cells (Fig. 3e). 

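The time courses in WT and KO were compared over the 12 matched time points by Pearson's r and Spearman's rho with permutation tests, for 11 clock genes in all. The p values treat the time points as exchangeable, although neighbouring time points are related. For Per2, r was 0.973 and rho 0.944 (p = 1e-05, the smallest the permutations can give, and adjusted p = 5.5e-05 for r). The values for the other 4 genes were r = 0.984 and rho = 0.986 for Per3, r = 0.933 and rho = 0.930 for Cry1, r = 0.860 and rho = 0.853 for Tef, and r = 0.848 and rho = 0.776 for Hlf, with adjusted p of at most 9.6e-04 for r and 0.00590 for rho. Without the 2 time points farthest from the WT median, r lay between 0.803 (Tef) and 0.964 (Per3). In the limma test of the difference in rhythm, Per2, Per3, Cry1 and Hlf had p of 0.956, 0.180, 0.136 and 0.173. Tef had p = 0.00641, which gave 0.0342 adjusted over the 32 genes named for these data and 0.858 adjusted over all genes, with a log2 amplitude of 0.43 in WT and 0.62 in KO. With the time point as a block, the unadjusted p was 7.62e-04 for Tef, 0.00923 for Cry1, 0.0545 for Per3, 0.0727 for Hlf and 0.849 for Per2. The level of Per2 in KO was between 0.671 and 0.966 times that in WT at each time point.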

Peak expression levels of *Rev-erbα*, *Rev-erbβ*, and *Dbp* expression rhythms were elevated, while the basal expression of *Rorc* was reduced (Fig. 3e). In contrast to these sustained rhythms, *Bmal1* and *Npas2* expression rhythms are abrogated and constantly upregulated (Fig. 3f). 

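With 1 library per time point, no test of a single peak or trough is possible, so the highest and lowest RPKM are given with the means over all time points. Rev-erbα (Nr1d1, chromosome 11, 98767932 to 98775377) reached 7.48 RPKM in WT at 24 h and 9.74 RPKM in KO at 52 h, a ratio of 1.30. Rev-erbβ (Nr1d2, chromosome 14, 18204056 to 18239106) reached 3.02 RPKM in WT and 5.27 RPKM in KO, a ratio of 1.75, and Dbp (chromosome 7, 45705247 to 45710203) reached 4.00 RPKM in WT and 7.47 RPKM in KO, both at 52 h, a ratio of 1.87. With the mean of the 3 highest time points the ratios were 1.41, 1.75 and 1.86. Mean levels were 5.04 ± 1.26 RPKM in WT and 6.39 ± 2.67 RPKM in KO for Rev-erbα (SD, n = 12 time points), with an adjusted p of 0.190 in the permutation test over 6 clock-controlled genes. The same test gave 0.0163 for Rev-erbβ (1.85 ± 0.746 and 3.22 ± 1.34 RPKM, higher in KO at 12 of 12 time points) and 0.0662 for Dbp (2.84 ± 0.798 and 4.37 ± 2.18 RPKM, higher at 10 of 12). The log2 amplitude was 0.39 in WT and 0.73 in KO for Rev-erbα and 0.46 in WT and 0.88 in KO for Dbp. Their rhythms differed between the genotypes when the limma test was adjusted over the 32 named genes (adjusted p = 0.0109 for Rev-erbα and 9.96e-04 for Dbp) and not when it was adjusted over all genes (0.667 and 0.314). For Rev-erbβ the log2 amplitude was 0.69 in WT and 0.71 in KO, and the p of this test was 0.0139 unadjusted and 0.0555 adjusted over the named genes. The Rev-erbα and Rev-erbβ values count the transcripts that remain after the deletion of 1 exon.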

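Bmal1 (Arntl) had an integrated P of 7.17e-06 in WT, with a period of 27.2 h and a relative amplitude of 0.172, and of 0.756 in KO, with a relative amplitude of 0.0586. Of the 10 alternative settings, 7 called Bmal1 in WT and 0 called it in KO. Npas2 had an integrated P of 0.00124 in WT (relative amplitude 0.192, period 25.7 h) and of 0.00468 in KO, where a relative amplitude of 0.0918 kept it below the amplitude filter. The rhythm of Npas2 differed between the genotypes (limma moderated F test, p = 2.2e-06, adjusted p = 7.0e-05 over the 32 named genes and 0.0333 over all 15112 genes), with a log2 amplitude of 0.27 and a fitted peak at 17.4 h in WT, and a log2 amplitude of 0.13 and a fitted peak at 5.27 h in KO, on a 24 h cycle. For Bmal1 the p of the same test was 0.00218, which gave 0.0140 over the named genes and 0.758 over all genes, with log2 amplitudes of 0.24 in WT and 0.05 in KO. Over the 12 time points the time courses of Npas2 in WT and KO ran against each other (Pearson r −0.702, Spearman rho −0.727, permutation test, p = 0.0127, adjusted p = 0.0140 for r, and r = −0.766 without the 2 time points farthest from the WT median). Those of Bmal1 were not related (r = 0.359, rho = 0.203, permutation p = 0.258, and r = −0.505 without 2 time points). The ratio of KO to WT ranged from 1.10 to 1.77 for Bmal1 and from 1.16 to 2.20 for Npas2 across the time points. The lowest Npas2 value in KO, 3.68 RPKM, was above the highest in WT, 3.43 RPKM.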

The sustained rhythm of *Per2* and *Cry1* and constant upregulation of *Bmal1* and *Npas2* were confirmed by quantitative PCR analysis (Fig. 3g). 

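In the RNA-seq data, the test of the difference in rhythm gave an unadjusted p between 0.136 (Cry1) and 0.956 (Per2) for the 6 core clock genes other than Bmal1 and Npas2. With the time point as a block, the unadjusted p was 0.00923 for Cry1, 0.0545 for Per3 and between 0.162 and 0.955 for the other 4. Per1 and Clock were not called cycling in either genotype, with an integrated P of 0.378 in WT and 0.549 in KO for Per1 and of 0.266 in WT and 0.896 in KO for Clock. Cry2 (chromosome 2, 92403647 to 92434069) was called in WT (integrated P = 8.74e-04, relative amplitude 0.197) and not in KO (integrated P = 0.0155, relative amplitude 0.123), and its p in the test of the difference was 0.294. Among the 9 clock and clock-controlled genes called in both genotypes, the log2 amplitude was larger in KO for 8, with a median KO to WT ratio of 1.38 (exact sign-flip test over the 9 genes, which are not independent, p = 0.0117).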

Collectively, these results demonstrate that REV-ERBs repress *Bmal1* and *Npas2* mRNA expression but have only minor influence on mRNA expression rhythms of other core clock genes including *Per2*. These data suggest that REV-ERBs are not necessary for the circadian core clock gene expression rhythms but play an important role in regulation of circadian genetic program linking the circadian clock and output gene expression. 

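Across the 15112 genes expressed in WT or KO, the rhythm of 1 gene, Npas2, differed between the genotypes at an adjusted p under 0.05. An unadjusted p under 0.05 was found for 795 genes, or 5.26%, against 5% by chance. The number past the threshold was 0 with a period of 22 h, with the time point as a block or with a linear trend per genotype, and 4 when the 12 h time point was left out. For genes called in 1 genotype only, 0.684% passed after adjustment in simulations without a rhythm in the other genotype, so few could pass. From the rhythms that persisted in KO cells and the separate sets of genes called cycling in each genotype, the paper proposes that REV-ERBs can be dispensed with for rhythms of core clock genes but act between the clock and rhythmic output genes.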

Further analysis of the temporal expression profile of PER2^Luc^ bioluminescence in differentiated mES cells revealed that PER2^Luc^ bioluminescence rhythm in KO cells was as robust as that in WT cells (Fig. 4a). Both period length and amplitude were comparable between WT and KO cells (Fig. 4b). These results emphasize the importance of REV-ERBs as circadian clock mediators that regulate diverse output gene expression rhythms (Fig. 4c).

**Figure 3:**
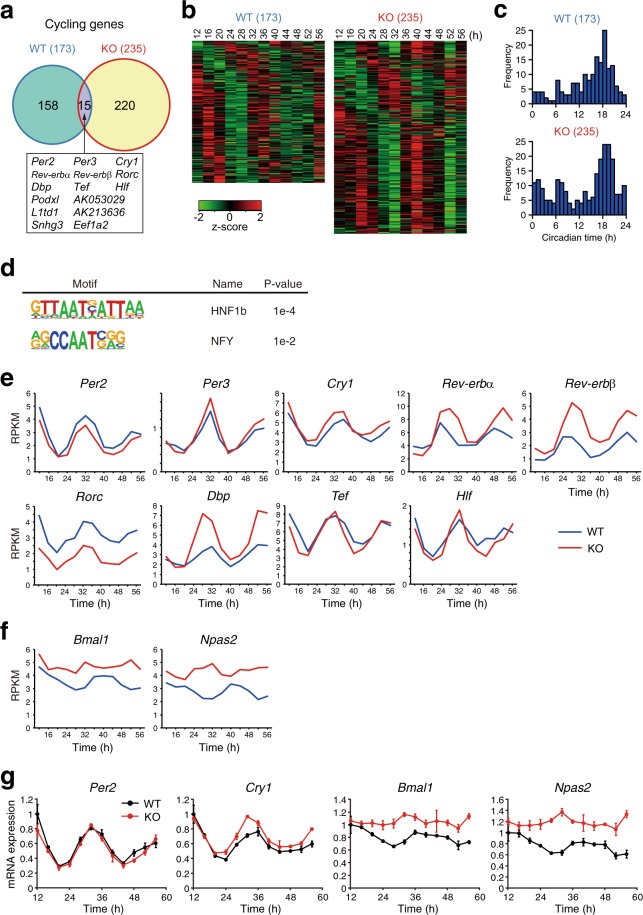
Comprehensive analysis of circadian gene expression in *Rev-erbα/β*-deficient cells. (**a**) Venn diagram of cycling genes in WT and KO cells. (**b**) Heatmap view of cycling genes. Each gene is represented as a horizontal line ordered vertically by phase as determined by MetaCycle. (**c**) The phase distribution of cycling genes. (**d**) Homer known motif enrichment analysis reveals HNF1b and NF-Y binding motifs are enriched in promoter region of cycling genes in WT cells but not in KO cells. (**e**) Expression of circadian clock genes cycling in both WT and KO cells. mRNA expression levels in WT and KO cells are plotted with blue and red lines, respectively. (**f**) Expression levels of *Bmal1* and *Npas2* in WT and KO cells are plotted with blue and red lines, respectively. (**g**) Cyclic expression of *Per2*, *Cry1*, *Bmal1*, and *Npas2* is analyzed by quantitative PCR. mRNA expression levels in WT and KO cells are plotted with black and red lines, respectively. The values were normalized to *18S rRNA* and presented as means ± SD (n = 3).

**Figure 4:**
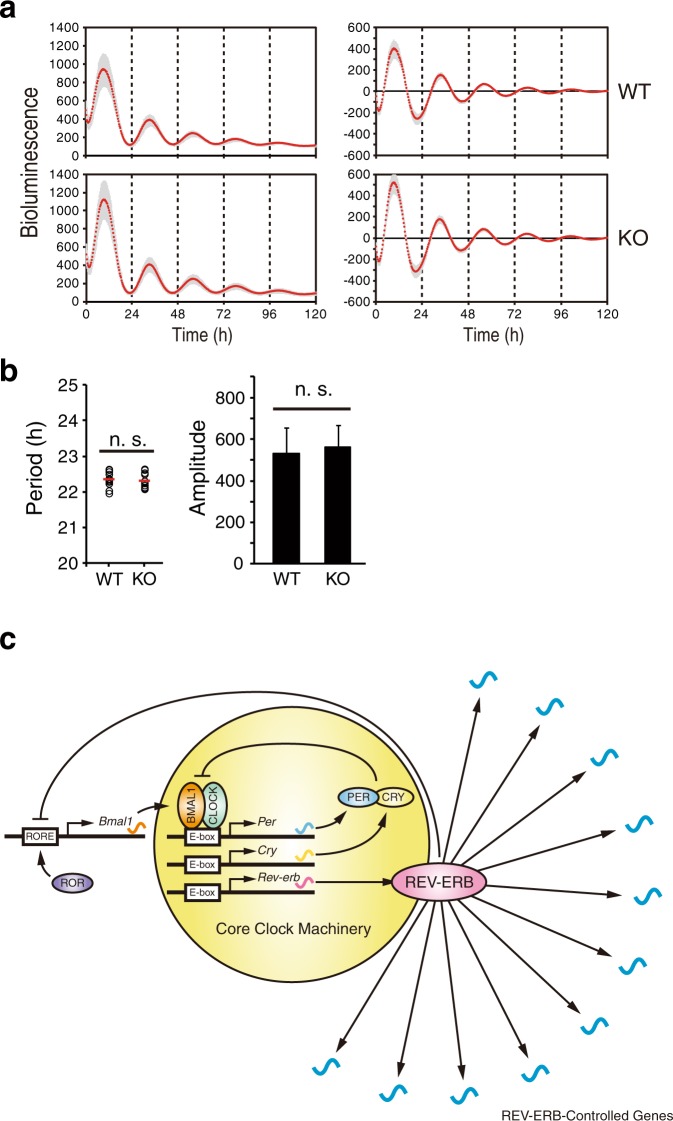
PER2^Luc^ bioluminescence rhythms in *Rev-erbα/β*-deficient cells. (**a**) PER2^Luc^ bioluminescence rhythms were measured in differentiated mES cells. Raw and detrended data are shown in the left and right graphs, respectively. The mean traces ± SD are plotted (n = 11 (WT) and 12 (KO)). (**b**) The period length and the amplitude are calculated and plotted. The values are the means ± SD (n.s., not significant). (**c**) Schematics of REV-ERB-mediated circadian gene regulation. REV-ERBs regulate the secondary loop of circadian transcriptional/translational feedback loops via RRE and control various output gene expression rhythms in a context-dependent manner.

## Discussion

In this study, we revealed that *Rev-erbα/β* deficiency results in a drastic change in differentiation coupled formation of circadian network of gene expression, keeping core clock gene expression oscillating robustly. Accumulating evidence suggests that REV-ERBs regulate diverse physiological functions in cooperation with a variety of transcription factors in a context-dependent manner. It has been reported that REV-ERBs control expression of downstream genes involved in hepatic lipid metabolism via interaction with HNF6^15,26^, and that REV-ERBs regulate glucocorticoid action by binding to glucocorticoid receptor in liver^27,28^. A previous study has also demonstrated that REV-ERBα binds to NF-Y and regulates downstream gene expression via the CCAAT motif^25^. The cooperative transcriptional regulation by REV-ERBα and NF-Y may explain that CCAAT motif are enriched in promoter regions of cycling genes in WT cells but not in *Rev-erbα/β* KO cells. Also, REV-ERB-dependent circadian expression of *Hnf1b*, which was observed only in WT cells, is a possible mechanism describing the differential regulation of gene expression between WT and *Rev-erbα/β* KO cells. Such a drastic difference of cycling genes observed in the present study may suggest diverse regulation of circadian gene expression by REV-ERBs and co-regulating transcription factors. It has been demonstrated that different sets of genes are rhythmic in different tissues and/or cell types^7,29–31^. Thus, difference in cycling genes between WT and *Rev-erbα/β* KO cells may also reflect, at least in part, difference in cell types included in each cell population, although both WT and *Rev-erbα/β* KO mES cells differentiate into three germ layers. A heterogeneity of differentiated ES cell population can complicate the functional evaluation of changes in global gene expression rhythms. Given the pluripotency of ES cells, directed differentiation of ES cells into specific types of cells should help more systemized cell-based analysis of a wide range of tissue-specific REV-ERB functions. Taking into consideration the difficulties in analysis of mice with global knockout of both *Rev-erbα* and *Rev-erbβ*^8^, *Rev-erbα/β* double knockout ES cell model may provide a gateway to understand their *in vivo* circadian and physiological functions and to dissect their essential roles in both central and peripheral tissues. As a future theme, it is also intriguing to know the extent of functional redundancy and target gene specificity of REV-ERBα and REV-ERBβ by analyzing gene expression rhythms in *Rev-erbα* or *Rev-erbβ* single knockout cells.

Our results indicate that REV-ERBs are not essential for robust oscillation of core clock gene expression including *Per2*, while expression rhythms of the RORE-regulated genes such as *Bmal1* and *Npas2* were influenced by REV-ERBs. These data are consistent with the findings that *Bmal1* expression rhythms are not required for *Per2* expression rhythms. Previous studies have demonstrated that *Bmal1* but not *Per2* expression rhythms were disrupted on REV-ERBα and/or REV-ERBβ deficiency and that constitutive expression of *Bmal1* in *Bmal1*-deficient fibroblasts can restore *Per2* expression rhythms^6,32,33^. On the other hand, in *Rev-erbα/β* conditional double knockout mice, severe defects were observed in both hepatic circadian gene expression and behavioral rhythms^8^. It has also been shown that REV-ERBs bind to core clock gene loci including *Per2* and *Cry1*, suggesting direct regulation of these genes by REV-ERBs^8^. Given that REV-ERBs collaborate with various tissue-specific transcription factors and REV-ERB cistrome differs among tissues^15^, the extent to which REV-ERBs contribute to the core clock ticking may also be cell-type and context dependent. Nevertheless, our results indicate that REV-ERBs are not always essential for keeping the core circadian transcriptional/translational feedback loop.

In conclusion, we have established *Rev-erbα* and *Rev-erbβ* double knockout mES cells that develop the cell-autonomous circadian clock upon *in vitro* differentiation. The robust rhythms of PER2 expression and drastic change in a circadian gene expression network in differentiated *Rev-erbα/β* double-knockout ES cells suggest cell-autonomous functions of REV-ERBs as key factors of circadian output regulation. The established REV-ERBα/β deficient mES cell model provide a useful tool for examining REV-ERB-mediated circadian physiology in a cell-based assay system.

## Methods

### Cell culture

Mouse ES cells derived from *PER2*^*Luc*^ knock-in mice are described previously^19–21^. ES cells were maintained on MEF feeder cells in an ES medium (Glasgow Minimum essential Medium supplemented with 15% FBS (Hyclone), 0.1 mM MEM nonessential amino acids, 0.1 mM 2-mercaptoethanol, 1,000 U/mL of Leukemia inhibitory factor (LIF), and 100 U/mL penicillin-streptomycin).

### Plasmids

Human codon-optimized Cas9 expression vectors and sgRNA vectors were described previously^34^. A pair of oligos for the sgRNA targeting site was annealed and ligated into the sgRNA plasmid. The sgRNA target sites in introns adjacent to the targeted exon were determined by using CRISPRdirect^35^. 

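The exons between the target sites are marked in Fig. 1a as exon 3 of Rev-erbα and exon 4 of Rev-erbβ. In the GENCODE annotation of GRCm38, exon 3 of the 8 exons of transcript Nr1d1-201 lies on chromosome 11 from 98771437 to 98771525, on the minus strand. It holds 89 bases, all of them coding, with the sequence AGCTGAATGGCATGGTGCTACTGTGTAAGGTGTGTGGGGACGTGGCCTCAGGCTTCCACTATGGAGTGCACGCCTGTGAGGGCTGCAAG, and 89 divided by 3 leaves a remainder of 2, so an mRNA without it changes its reading frame. Exon 4 of the 8 exons of transcript Nr1d2-201 lies on chromosome 14 from 18216650 to 18216794, also on the minus strand, and holds 145 coding bases, which leave a remainder of 1 when divided by 3. Its sequence is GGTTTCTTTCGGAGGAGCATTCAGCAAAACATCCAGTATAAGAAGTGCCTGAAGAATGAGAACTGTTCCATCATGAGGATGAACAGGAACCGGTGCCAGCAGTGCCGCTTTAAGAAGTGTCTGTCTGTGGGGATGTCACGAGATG. The neighbouring exons end at 98771793 and begin again at 98771344 for Rev-erbα, and the same boundaries are 18219968 and 18215493 for Rev-erbβ. The last 6 bases of exon 3 (TGCAAG) also begin 1 of the 2 sequences targeted in Rev-erbα, and no targeted sequence lies wholly within either transcript.

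**Figure D3:**
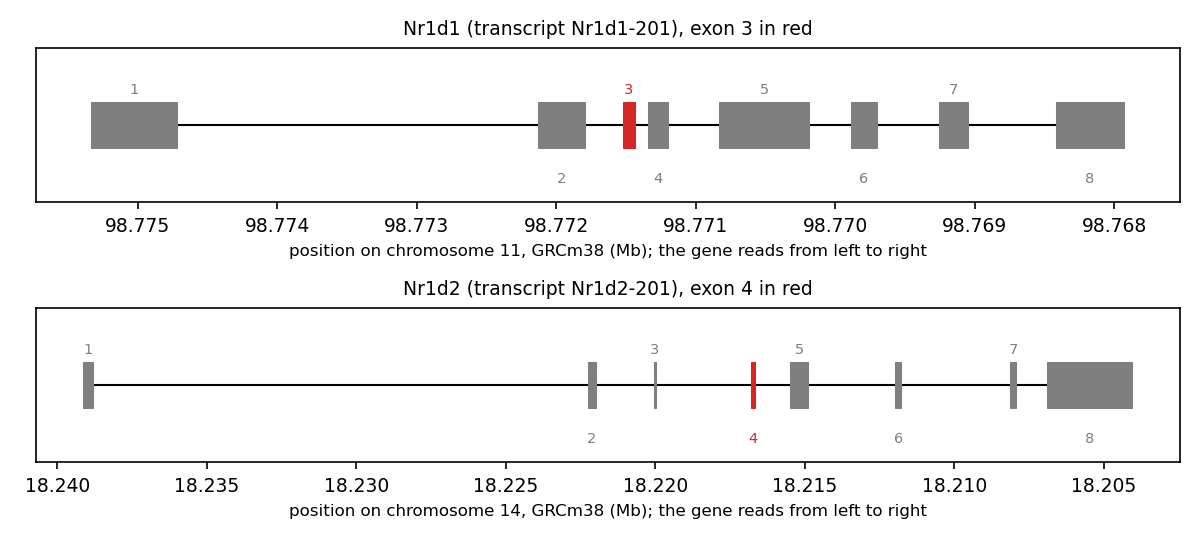
Exons (boxes, numbered) and introns (lines) of Nr1d1-201 on chromosome 11 and Nr1d2-201 on chromosome 14 of GRCm38, drawn to scale with positions in Mb on the horizontal axis and the direction of transcription from left to right. Exon 3 of Nr1d1 (89 bases) and exon 4 of Nr1d2 (145 bases) are drawn in red, and the other exons in grey.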

The CRISPR-targeted sequences are as follows: Rev-erbα-T1, 5′-CCCAGACGTAGTTGATAGAGTT-3′; Rev-erbα-T2, 5′-TGCAAGGTGAGGCGGGTTAGGG-3′; Rev-erbβ-T1, 5′-CTACTGATAGATACCAGTAAGG-3′; Rev-erbβ-T2, 5′-GGGTTTAAACTCACTATGGTGG-3′. Underlines indicate protospacer adjacent motif (PAM) sequences.

### Establishment of *Rev-erbα*/*Rev-erbβ* double-knockout mES cells

Mouse ESCs were co-transfected with an hCas9 expression vector, two sgRNA expression vectors targeting *Rev-erbβ*, and a plasmid with a puromycin selection marker using FuGENE HD (Promega). The cells were selected with 2 μg/mL of puromycin for two days and then passaged for mutant cloning. ESC colonies were picked and cultured to establish mutant cell lines. *Rev-erbα* was targeted in established *Rev-erbβ*-deficient mES cells. The genomic deletion and the exon skipping in mRNA were confirmed by sequencing analysis of genomic DNA and cDNA, respectively.

### Sequence analysis of genomic DNA and cDNA

Genomic DNA samples were extracted from mouse ESCs grown under feeder-free conditions. cDNA samples were synthesized using Moloney murine leukemia virus (M-MLV) reverse transcriptase (Invitrogen) from total RNA extracted from mES cells using the RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. PCR was performed with PrimeSTAR MAX DNA Polymerase (TAKARA) under the following conditions: 98 °C for 1 min; 35 cycles of 98 °C for 10 sec, 60 °C for 5 sec, 72 °C for 10 sec; 72 °C for 20 sec; hold at 4 °C. PCR products were treated with Exonuclease I (New England Biolabs) and shrimp alkaline phosphatase (TAKARA) at 37 °C for 30 min followed by inactivation at 95 °C for 10 min and used for sequencing analysis. Sequencing was performed with the same primers as used for the PCR. The primer sequences are listed in Supplementary Table S3.

### *In vitro* differentiation of mouse ESCs

The *in vitro* differentiation of ESCs was performed as described previously^18,20^. Briefly, in order to form embryoid bodies (EBs), 2 × 10^3^ of the dissociated ESCs were seeded in low-attachment 96-well plates in a differentiation medium (DMEM supplemented with 10% FBS, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, GlutaMax-I (Invitrogen), 0.1 mM 2-mercaptoethanol, and 100 U/mL penicillin-streptomycin). Two days later, the EBs were plated onto gelatin-coated 24-well plates and cultured for 26 days in a differentiation medium, which was exchanged every other day.

### Real-time quantitative PCR

Total RNA was extracted from cells with the RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions and subjected to cDNA synthesis with random hexamer primers and M-MLV reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. Real-time quantitative PCR was performed with iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories) and StepOnePlus real-time PCR system (Applied Biosystems). The PCR primers for quantitative PCR are listed in Supplementary Table S3. Of note, primers for *Rev-erbα* and *Rev-erbβ* were designed in the CRISPR-targeted exons to evaluate the successful deletion.

### RNA-seq

At differentiation day 28, cells were treated with 100 nM dexamethasone and frozen at the indicated time points. Total RNA was extracted from cells with the RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. Total RNA from differentiated cells from three embryoid bodies were pooled and used for the analysis. PolyA RNA selection, library construction using TruSeq RNA Sample Prep Kit v2, and sequencing were performed by Macrogen Japan (Kyoto) using Illumina NovaSeq6000 with 101-bp paired-end reads according to the manufacturer’s instructions (Supplementary Table S4). After adaptor sequence trimming using Trimmomatic^36^, sequence reads were mapped to the mouse genome (GRCm38/mm10) using STAR^37^. To obtain reliable alignments, the reads with a mapping quality of less than 10 were removed by SAMtools^38^. The University of California, Santa Cruz (UCSC) known canonical gene set (32,989 genes) was used for annotation, and the reads mapped to the exons were quantified using Homer^39^ as described previously^40^. Among the UCSC known canonical genes, genes were considered to be expressed if there were more than 0.5 reads per million reads mapped on average of 12 time points in the exons of the genes. RNA cycling was determined using Metacycle^41^ with P < 0.05, rAMP > 0.17, and the following options: minper = 20, maxper = 28, cycMethod = c(“ARS”,“JTK”,“LS”), analysisStrategy = “auto”, outputFile = TRUE, outIntegration = “both”, adjustPhase = “predictedPer”, combinePvalue = “fisher”, weightedPerPha = TRUE, ARSmle = “auto”, and ARSde- faultPer = 24. For transcription factor-binding motif analysis, known motifs in a range from −500 to + 500 of transcription start site (TSS) of cycling genes were discovered by Homer.

### Bioluminescence recording

For bioluminescence recording, the medium was replaced with a differentiation medium containing 0.2 mM luciferin and 100 nM dexamethasone. Bioluminescence was measured and integrated for one min at 20 min intervals with PMT-based equipment.

### Period and amplitude analysis

The bioluminescence data recorded by PMT were analyzed using a sine wave fitting. A linear baseline was subtracted from the raw data. The detrended data from between 36–108 hours was then used for analysis. Sine wave fitting was performed using the following equation:

$$y(t)=A{e}^{-kt}\,\sin (\frac{2\pi (t-\phi )}{\tau })$$

where *A* = amplitude, *k* = damping constant, *t* = time, *τ* = period, and *φ* = phase.

### Statistical analysis

For statistical analyses, two-tailed Student’s *t* tests were performed unless otherwise described.

## Supplementary information

Supplementary Figures

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

## Data Availability

The RNA-seq data has been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession number GSE125696.

How the deposited data were processed for this re-analysis (not part of the article)

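The RNA-seq data cover 24 libraries, 12 of WT and 12 of KO cells, 1 for each genotype at each time point from 12 to 56 h after 100 nM dexamethasone in steps of 4 h, each made from the pooled RNA of 3 embryoid bodies at differentiation day 28. Quantitative PCR and bioluminescence were not analysed here. The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with STAR, removed alignments with a mapping quality under 10 and counted the reads on the exons of the UCSC known canonical genes with Homer. The authors deposited the result as RPKM, in which the reads on a gene are scaled to its exonic length and to the library total, for 33079 genes. The exonic length of each gene, which the authors deposited beside the values, is in bases and served to turn RPKM into RPM, which are scaled to the library total alone. Versions of these programs and the use of strand are not stated in the paper's text.

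RPKM multiplied by exonic length and library total gave multiples of 0.5 fragment for 100% of the values in every library, and these fragments were used to describe depth only. Library totals ranged from 13654471.5 to 22694934.5 with a median of 17424723.5, and the fragments on exons from 6183500.5 to 10287969 per library. Because the deposited values are normalized, no test for counts was used. A gene with few fragments has a large counting error, and mean fragments per library are given for Bmal1 and Npas2 only.

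Genes with a mean above 0.5 RPM over the 12 time points of a genotype were taken as expressed in it. The 20 genes of Fig. 2b–d were compared between genotypes by two-sided permutation tests of mean RPKM (100000 permutations) with Benjamini-Hochberg adjustment and a threshold of 0.01. All genes expressed in WT or KO were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.1), with an adjusted p under 0.05. Cycling genes were called with the 3 methods of MetaCycle, written out in R because the package was not at hand, with the options and thresholds of the paper (periods from 20 to 28 h, P under 0.05, relative amplitude over 0.17). For the WT genes in Supplementary Table S1 the P values of the 3 methods were checked against those listed. Differences in rhythm between the genotypes were tested with limma on the cosine and sine terms of a 24 h period. The limma tests and the periodicity tests were tested on simulated data with known changes. Comparisons by time point, phase and chromosome, and the random lists of the closing section, were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

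Genes named in the text are those the paper names for its RNA-seq data, the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 1 RPKM in 1 genotype and the same direction at all time points, and the 3 further genes with the smallest P in each list of cycling genes. Other genes named in the closing section were chosen after their values were seen. Of the genes the paper names, 2 are not reported here, although they are counted in the totals.

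The alternatives covered the threshold and unit for expressed genes, the pseudocount (1 or 0.01 in place of 0.1), a filter at 1 RPKM, the time point as a block, quantile normalization, rhythm terms as covariates, early and late time points, and for cycling genes the methods combined, the adjustment of P, the amplitude filter, the weighting of the period, the scale and the first time point. The closing section gives their effect. Other groupings were made by exchanging the WT and KO libraries of randomly chosen time points, with 100 groupings including the real one, and by placing the time points in random orders, with 25 orders including the real one. The number of replicates limits every statement about a single time point, since each has 1 library. Promoter motifs were left out because they need the genome sequence, which was not at hand.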

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

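The main comparisons, thresholds, alternatives and the rule for naming genes were set before the data were examined. In this part, the tests of the genes beside Grb10 and of groupings without level differences were chosen only after the result was seen, and the test of imprinted genes after the fall of Grb10 was seen.

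The rhythm of Npas2 stood out because the test of the difference between WT and KO passed for it, with an adjusted p of 0.0333 over 15112 genes, the only gene to pass with the main setting. The fitted log2 amplitude was 0.27 in WT and 0.13 in KO, with peaks at 17.4 h and 5.27 h of a 24 h cycle, so that the KO profile was not only flatter but ran against that of WT. The adjusted p ranged from 0.00207 to 0.922 over 6 alternatives and stayed under 0.05 in 3 of them. When the WT and KO libraries of randomly chosen time points were exchanged, 14 of 100 groupings, the real one included, gave at least as many genes, and the largest other count was 2537. Such an exchange carries differences in level into the rhythm, so these groupings are no fair comparison. After the mean of each genotype had been removed from every gene, 3 of 100 groupings, the real one included, gave at least 1 gene, and none gave more than 1. For Npas2 itself, as 1 of 32 genes named for these data, the adjusted p was 7.0e-05. The genotype may change the rhythm of Npas2, but the KO cells are a separate line, and no test in these data parts the genotype from the line.

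Beyond the genes the paper discusses, 3970 of 15112 genes differed in expression between KO and WT (limma, adjusted p under 0.05), 1743 higher and 2227 lower in KO, which stood out because the paper reports no comparison of all genes. Most changes were small, with 119 genes over 2-fold, a number that ran from 12 to 262 over the alternatives. Among those of these genes with a mean of at least 1 RPKM in WT or KO, 793 had the same direction at all 12 time points. Of 100 groupings with WT and KO libraries exchanged within time points, 1, the real one, gave as many genes, with 3024 in the next largest and a median of 0. Library totals did not differ between the genotypes (permutation p = 0.894), and the 10 genes with the most reads took from 9.32% to 10.8% of the fragments in WT and from 9.44% to 11.2% in KO. With quantile normalization 3822 genes passed, 3414 of them among the 3970, and 48.5% of the 3822 were higher in KO against 43.9% with the deposited values, so the excess of lower genes depends in part on the scaling of the libraries and may not be biological. The largest falls, each at 12 of 12 time points, were in Grb10, Gfap (log2 change −4.07), Nespas (−2.93), Ptgds (−1.56) and Mfi2 (−1.48), and the largest rises in Tcap (1.98), Nppa (1.81), Mmp7 (1.68), Klra18 (1.47) and Apln (1.46). Gfap varied widely in WT, with 4.42 ± 6.00 RPKM (SD, n = 12 time points).

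Grb10 (chromosome 11, 11930499 to 12037420) had the largest change of these genes, a log2 change of −4.48 from 52.9 ± 3.84 RPKM in WT to 2.29 ± 0.271 RPKM in KO (SD, n = 12 time points, adjusted p = 1.9e-28, and from 2.37e-29 to 2.99e-14 over the alternatives), in a gene the paper does not mention. The libraries do not overlap, with 46.4 to 59.7 RPKM in WT and 1.93 to 2.77 RPKM in KO. Nespas and a transcript of Gnas (log2 change −1.27, from 51.2 ± 2.98 to 21.2 ± 1.47 RPKM), which like Grb10 are imprinted, that is, expressed from 1 parental allele, fell as well. Nespas overlaps this transcript on the opposite strand. Because the paper's text does not say whether strand was used, their falls may not be separate. Other transcripts of Gnas, at 219 and 213 RPKM in WT, fell less (log2 change −0.385 for each). The 45 other expressed genes on a list of imprinted genes had a median absolute log2 change of 0.13, larger than in 97.0% of 10000 random lists of genes of similar expression (median 0.09). Of these genes 32 were lower in KO and 13 had an adjusted p under 0.05, 10 of them lower. Among these 13 are Cobl and Ddc, which lie within 500000 bp of Grb10, so the listed genes are not all independent of Grb10. A deletion that reaches the neighbours of Grb10 was also tested. Among the 4 expressed genes within 500000 bp the log2 changes ran from −0.32 (Cobl) to 0.38 (Fignl1), which speaks against a deletion of both copies of that region, while a change within Grb10 itself cannot be seen in gene-level values. A candidate explanation that remains is a difference in imprinting between the cell lines, and whether REV-ERBs play a part in it cannot be told from these data, in which genotype and cell line coincide.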

How the results depend on the processing

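No test in this part was chosen after the result was seen.

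The counts of expressed genes stayed within 1.5 times their values under the 3 alternatives. The list of 20 genes in Fig. 2b–d gave 5 genes past the threshold with Student's t test, on the log2 scale and after division by the upper quartile, and 8 with the time point as a block. For Sox17, whose ratio was near 1, the log2 ratio changed sign on the log2 scale (−0.0051), and the cause was not tested.

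The number of genes differing between KO and WT stayed within 1.5 times 3970 with another pseudocount, gene filter, block, normalization or covariates, from 2960 to 4566. It fell to 1331 (614 higher and 717 lower in KO) for time points 12 to 32 h and to 2072 (1022 higher and 1050 lower) for 36 to 56 h, of which 1236 and 1831 were among the 3970. These comparisons use fewer libraries, and the cause was not tested further. The number of these genes over 2-fold, 119 with the main setting, was 12 with a pseudocount of 1, 262 with 0.01 and 31 with a mean of at least 1 RPKM, and the cause was not tested. The 10 genes with the largest changes kept their direction and an adjusted p under 0.05 in every alternative in which they were tested.

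Cycling genes depended most on the methods and filters. The numbers in WT and KO were 86 and 98 with JTK alone, 78 and 99 without ARS, 20 and 25 with adjusted P (9 in both), and 1341 and 1252 without the amplitude filter (116 in both, hypergeometric p = 0.402). In WT the number was 281 with the amplitude divided by the baseline for every gene and 112 with a mean of at least 1 RPKM, and in KO it was 372 without the 12 h time point. Of the 176 and 245 genes, 131 and 201 remained without the 12 h time point, and 81 and 161 with a harmonic regression at 24 h. KO had more cycling genes than WT under each of these alternatives except that without the amplitude filter. With adjusted P, 11 of the named clock genes were called in WT. Adjusting P, using JTK alone and removing the amplitude filter or ARS change the criterion itself, and the fall in WT with a mean of at least 1 RPKM is that of the 64 genes under 1 RPKM. For the other changes the cause was not tested.

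The number of genes with a rhythm that differs was 0 with a period of 22 h, with the time point as a block and with a linear trend per genotype, and 4 for time points 16 to 56 h (Agtr1a, Ces2g, Npas2 and Stc1). With an unadjusted p under 0.05 there were 680, 838 and 745 genes under the alternatives that gave 0. The cause was not tested.

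Ratios at peak and trough moved by less than 1 SD, with the exception of the lowest value of Per2, whose KO to WT ratio was 0.774 with the mean of the 3 lowest time points. The median log2 ratio of chromosome Y was −0.38 with a pseudocount of 1. For both, the cause was not tested.

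For single genes, 753 further comparisons with an alternative were made. In 684 the direction and the side of the threshold were kept, and in the others the result was weaker in 61, stronger in 7 and reversed in 1 (Sox17, above). The alternatives for promoter motifs were not run, because the genome sequence was not at hand. With 1 library per time point, the data limit what can be said about a single peak or trough, and for genes under 1 RPKM, which are 36.4% of the WT cycling genes, the depth limits the precision of amplitude and phase.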

Differences from the paper's values

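For the numbers of cycling genes, their shares of expressed genes and the number of annotated genes, none of the values from the deposited data was more than 1.5 times the paper's or less than the paper's divided by 1.5. The paper's counts of cycling genes are 173 in WT, 235 in KO and 15 in both, and those computed here are 176, 245 and 16. None of the alternatives set before the data were examined gave the paper's counts exactly. The paper's Supplementary Table S1 lists 234 KO genes, 1 fewer than its text. The paper's gene set has 32989 genes, and the deposited table has 33079.

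The paper lists Znrd1as as cycling in WT. Here its relative amplitude was 0.162, under the threshold, with an integrated P of 0.00268, and it was called without the amplitude filter and with the unweighted mean period, under which its relative amplitude was 0.183. The genes Aldh1a2, Elovl7, Gm14326 and Nkain4 were called in WT here and are not on the paper's list, and Aldh1a2 is the gene that makes 16 shared genes. In KO 11 genes were called that the paper does not list, and none was missing.

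The paper describes the levels of Per1, Per2, Per3, Cry1, Cry2 and Clock as comparable between WT and KO. Comparing libraries of the same time point, Per2 was lower in KO at 12 of 12 time points (ratio 0.792, exact sign-flip test, adjusted p = 0.00195) and Cry1 was higher at 11 of 12 (ratio 1.16, adjusted p = 0.00419), while without the block neither passed the threshold.

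The paper describes the rhythm of Npas2 as abrogated in KO. Here Npas2 had an integrated P of 0.00468 in KO with a relative amplitude of 0.0918, under the amplitude threshold, and it was called there without the amplitude filter.

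The paper describes the phase distributions of WT and KO cycling genes as similar. Here the mean phases of the fitted cosines were CT 16.9 and CT 19.9, and the distributions differed (Kuiper statistic 0.246, permutation p = 3.0e-04). That p treats the cycling genes as independent of each other, which they are not, and MetaCycle's own phases were not computed.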

Other observations

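In this part, the tests of a rhythm lost or gained with the genotype, of phases in WT-only and KO-only genes apart, of the genes shared beyond the clock genes, of AK053029, of the amplitudes of clock genes and of chromosome Y were chosen only after the results were seen, and the test of interferon-induced genes after 5 of them had been seen to rise.

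The number of cycling genes was compared with that in random orders of the time points, the same in WT and KO. Of 25 orders, the real one included, 4 gave as many cycling genes as the real order in WT, 4 in KO and 4 in both. Random orders gave a median of 105 genes in WT, 136 in KO and 2.5 in both, and at most 357, 422 and 56. With P under 0.001 and the amplitude filter, 10 genes were shared in the real order and at most 3 in a random order, so that 1 of 25 orders gave as many. The number of genes called cycling can thus not be told apart from that in series without a daily order, while a core of shared genes, the 9 clock genes among them, can.

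Genes called in one genotype only can have the same rhythm in both, just under the threshold in one. Fitted peaks of these 389 genes lay within 4 h of each other in WT and KO for 41.4%, no more than for random genes of similar expression (median 41.4%). The 2 lists differed, with 51.3% of the WT-only genes, more than in 99.9% of 10000 random lists (median 40%), and 34.5% of the KO-only genes, fewer than in most random lists (median 42.4%). A rhythm lost or gained with the genotype was weighed as well. In the test of the difference 27.0% of these genes had an unadjusted p under 0.05 (15.6% of WT-only and 34.9% of KO-only genes) and 0.257% passed after adjustment. When each gene was simulated with its own period, phase, amplitude and noise and with no rhythm in the other genotype, the shares were 47.7% and 0.684%, and with 0.75 and 0.5 times the amplitude, 31.9% and 17.3% had an unadjusted p under 0.05. Amplitudes of genes chosen for their rhythm are overestimates, so the KO-only genes cannot be told apart from rhythms gained with the genotype. The WT-only genes lay somewhat below even the share simulated at 0.5 times the amplitude. A rhythm lost with the genotype thus accounts less well for the WT-only genes, but is not excluded for part of them. A shared rhythm under the threshold in KO is thus a candidate explanation for part of the WT-only genes. For the KO-only list as a whole the phases give no sign of a shared rhythm, but they do not exclude it for single genes. An integrated P under 0.05 in WT was found for 6 of the 229 KO-only genes, among them Col14a1 (CT 7.28 in WT and 7.21 in KO). A share of both lists may be calls that variation between libraries gives by chance at an unadjusted P, as it does in random orders.

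Another candidate explanation for such genes is a mix of cell types that varies between libraries, and the paper raises a difference in cell types as well. For marker lists of 6 lineages a score was computed in each library, and a gene was said to follow a lineage if its correlation with the score was at least 0.8 in size. Of the KO-only genes, 34.6% followed a lineage, more than in all 10000 random lists of genes of similar level and spread (median 17.5%), and of the WT-only genes 11.1% did, fewer than in most random lists (median 18.3%). In KO, 76 of 228 genes followed the epithelial score, 66 with it and 10 against it. This score was highest at 40 h and lowest at 32 h. A changing share of epithelial cells between KO libraries is a candidate explanation for part of the KO-only genes, though a rhythm common to genes of such cells would look the same.

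Beyond the 9 clock genes, 7 genes were called in both genotypes, where independent lists would share 2.63 (one-sided hypergeometric p = 0.0165). In 5 of the 10 alternatives p was under 0.05 as well, from 0.00307 with a mean of at least 1 RPKM to 0.0357 on the log2 scale. In the other 5 it was not, among them that without the amplitude filter, where 107 shared genes compare with 112 (p = 0.702), and that without the 12 h time point, where 7 compare with 4.62 (p = 0.180). The overlap beyond the clock genes depends on the setting.

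One of these genes, AK053029, overlaps Nr1d1 on the opposite strand. Over the 12 time points its RPKM followed that of Nr1d1 with Pearson r = 0.970 and Spearman rho = 0.951 in WT and r = 0.991 and rho = 0.972 in KO (permutation p = 1e-05 for each, the smallest the permutations can give, also after adjustment for 2 relations), and with r = 0.948 and 0.991 without the 2 time points farthest from the median. A constant share of the reads of Nr1d1 would change by the same factor as Nr1d1, but the log2 change in KO was 0.99 for AK053029 and 0.24 for Nr1d1, larger for AK053029 at 12 of 12 time points (exact sign-flip p = 4.9e-04), and the log2 amplitude in WT was 0.77 and 0.39. Such a share, if equal in WT and KO, thus does not account for the level of AK053029. The span of AK053029 includes the exon of Nr1d1 deleted in KO, so the share may differ between the genotypes. A product of the deletion is therefore not excluded for the higher level in KO. Since the paper's text does not say whether strand was used, the rhythm of AK053029 cannot be told apart from one that comes in part from reads of Nr1d1.

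The log2 amplitude of 8 of 9 clock genes was larger in KO than in WT, with a median ratio of 1.38 (exact sign-flip p = 0.0117). Amplitudes were not larger in KO in general, since the median log2 ratio over all expressed genes was −0.0967. Random lists of 9 genes of similar expression had a smaller median log2 ratio in 86.2% of cases, but few of those genes were called cycling, so these lists are a weak comparison. When the WT and KO libraries were exchanged within time points in every way, with the mean of each genotype removed, 14 of 2048 exchanges, the real one included, gave a median ratio as far from 1 (p = 0.00684). Neither explanation fits, and whether the larger amplitudes come from the genotype or from the cell line was not tested.

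Interferon-induced genes were higher in KO. After Isg15, Ifi44, Usp18, Ifi27l2a and Ifi44l had been seen to rise, with log2 changes from 1.07 to 1.24, each at 12 of 12 time points, the 30 other expressed genes on a list written for the test had a median log2 change of 0.45, above 100% of 10000 random lists (median −0.02). Of these, 22 were higher and 0 lower in KO at an adjusted p under 0.05, and 29 of 30 were higher. The genes respond together and are not independent. An interferon response that is stronger in the KO cultures is a candidate explanation. Whether it comes from the genotype, the cell line or the culture was not tested.

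The median log2 ratio of KO to WT was between −0.02 and 0.0050 for the autosomes and chromosome X, and −0.60 for chromosome Y. The latter rests on 5 expressed entries, which include repeated entries of Ddx3y. Ddx3y (−0.65), Uty (−0.60) and Eif2s3y (−0.29) were lower in KO at 12 of 12 time points. Reads might be shared with the copies on chromosome X more in KO than in WT. If the copies kept their own level, Eif2s3x should then gain what Eif2s3y loses. It gained 43.6% of that loss, in fragments scaled to the library totals. Ddx3x gained 112% of the loss of Ddx3y, but its log2 change was 0.04, within its spread (SD 0.10, higher in KO at 8 of 12 time points). Kdm6a, the copy of Uty, fell as well (log2 change −0.13, SD 0.14, lower at 9 of 12 time points), a gain of −47.3% of the loss of Uty. Whether the copies kept their own level was not tested, so these gains set no bound on shared reads. If some KO cells had lost chromosome Y, all genes found only there should fall by the same factor, but Uty fell more than Eif2s3y at 12 of 12 time points (exact sign-flip p = 4.9e-04). Erdr1 changed little (log2 change −0.0774, lower at 7 of 12). Whether it has a copy on chromosome X was not examined, so its value does not decide the question. Whether shared reads play a part in the fall of Eif2s3y, Uty and Ddx3y thus cannot be told, although Kdm6a showed no gain. Shared reads could also make the falls of Uty and Eif2s3y unequal, so their comparison cannot decide on a loss of the whole chromosome in some KO cells.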
